A study of Mus musculus with 8 samples.

How the data were processed

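Total RNA from mouse small intestine at embryonic stage E18.5 was measured on 8 single-colour Agilent expression arrays, 4 labelled control and 4 labelled Rfx6 knockout. Each array is a separate sample, and the groups and replicate numbers were taken from the source labels. Per the labels' protocols, complementary RNA was amplified and labelled with cyanine 3 from 100 ng of total RNA. Per the file headers, the arrays were scanned with 1 colour and read with Feature Extraction 10.10.1.1, and the probe grid was built on mm9. All arrays lay on 1 slide and shared 1 scan, so slide and scan could not differ between the groups.

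The deposited scanner files give an intensity for each spot on a linear scale. The processed signal used here is an intensity from which the authors' Feature Extraction software had subtracted background, per the file headers, and it was not scaled between arrays. The authors' series matrix also holds an intensity per spot. Set against the scanner values, its columns had Spearman correlations with the spot medians that rounded to 1.00, and their sorted values lay within 0.5 scanner units of the mean of the sorted spot medians, as quantile normalization without background subtraction would give.

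Each array held 62976 spots, of which 3671 were control spots and were left out. Spots marked as outliers by the software were set aside, between 153 and 355 per array. No gene spot was saturated. Spots of the same probe were averaged, giving 55681 probes. Levels are log2 of the processed signal minus the 75th percentile of the array. Before scaling this percentile lay between 636 and 741 signal units, and between 57.4% and 67.1% of probes were well above background on an array. For arrays it is the number of arrays that limits the precision.

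A probe was kept if it was well above background on all 4 arrays of at least 1 group, which left 31668 probes. The probe with the highest mean level represented each gene, giving 23282 genes. Of the 55681 probes, 26320 carried a current gene symbol, 2864 were named through their RefSeq accession and 492 through a synonym, using a GRCm38 gene table for names only; 26005 kept the name in the file. Coordinates are those in the files, on mm9. Of the 250 called genes with more than 1 probe passing the filter, 16 had probes that disagreed in sign.

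Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Differences are knockout minus control in log2 units. Where a gene was not well above background on any array of a group, only a bound is given: the mean of the brighter group against the mean, per array, of the higher of the dim probe's own signal and the lowest signal among probes well above background. The mean level of each of 17 gene lists was compared by an exact two-sided permutation test over the 70 splits of the arrays, which cannot give a p below 0.0286, and by camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. Values for lists were adjusted over the 17 lists.

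The gene lists, the design, the main alternatives and the rule for naming genes were fixed before the data were examined. The rule names Rfx6, the detected genes of the lists, and the 10 largest falls and 10 largest rises among genes past the threshold whose 4 knockout values all lay on one side of the 4 control values. Not every gene the rule names is reported here. The alternatives were normexp background correction with an offset of 50, quantile normalization, median centring, no filter, a filter requiring all 8 arrays, the mean of a gene's probes, every probe tested, the series matrix values, the slide row or the replicate number as a block, array weights, a trended robust variance prior, the Xist level as a covariate, and leaving out each of the 8 arrays. A block for the numbers in the sample titles was added after the data were seen. Marker lists for forestomach epithelium, stomach mesenchyme, stomach epithelial regulators, posterior gut, trunk Hox and colon were also added after the main results were seen and are used in the closing observations only.

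The fit was tested on simulated data with the means and spreads of the 23282 genes. With 200 genes changed, all of the changes of 4-fold were called, 79.4% of those of 2-fold were called, and 2.72% of the calls were false. With no gene changed, limma made 0 calls and 3.32% of the list permutation tests gave p under 0.05.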

Results

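The series measured gene expression in the small intestine of mouse embryos at stage E18.5. Rfx6 encodes a transcription factor, and the comparison asks which genes depend on it. Arrays of 4 wild-type samples, labelled control, were compared with arrays of 4 samples labelled homozygous Rfx6 knockout. Pearson correlations of the levels of all tested genes ran from 0.986 to 0.995 between arrays of 1 group and from 0.971 to 0.988 between arrays of different groups; these are correlations across genes, which are not independent replicates.

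The targeted gene was examined first. The array carries 1 Rfx6 probe, at chromosome 10, 51450116 to 51450175 on mm9, starting at base 3337 of its transcript; its sequence is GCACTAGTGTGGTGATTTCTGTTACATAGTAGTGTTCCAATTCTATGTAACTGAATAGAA. It was well above background on 8 of 8 arrays. Its level was -3.14 ± 0.40 (SD, n = 4) on the control arrays and -2.76 ± 0.56 (SD, n = 4) on the knockout arrays. The log2 difference was 0.38 with a standard error of 0.29 (limma adjusted p 0.503; exact permutation p 0.286), which is within the spread between replicates. The probe therefore does not check the group labels, and groups are called by their labels throughout. Across the alternatives the difference ran from 0.18 to 0.58, with adjusted p between 0.281 and 0.770.

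Between the arrays labelled control and knockout, 1145 of 23282 genes passed the threshold (limma, adjusted p under 0.05). Of these, 602 were lower and 543 were higher on the knockout arrays. A difference of 2-fold or more was found for 81 of the lower and 244 of the higher genes. At an unadjusted p under 0.05 there were 4773 genes, where 1164 would be expected by chance. The groups did not overlap for 1142 of the called genes, as a small p makes likely with 4 arrays per group. Without the filter on dim probes, 202 genes were lower and 298 higher. With array weights, 1092 were lower and 752 higher. Leaving out 1 array lowered the counts in every case: lower genes ran from 233 to 592 and higher genes from 349 to 516. With the slide row as a block, 426 genes were lower and 392 higher; row 1 held 1 control array and row 2 held 1 knockout array, so rows and groups were partly confounded. On leaving out an array, the count of lower genes changed by more than 1.5 times without control 1 (243), control 3 (313), control 4 (359), Rfx6 knockout 1 (245) and Rfx6 knockout 2 (233), and that of higher genes without control 1 (355), knockout 1 (353) and knockout 2 (349).

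**Figure D1:**
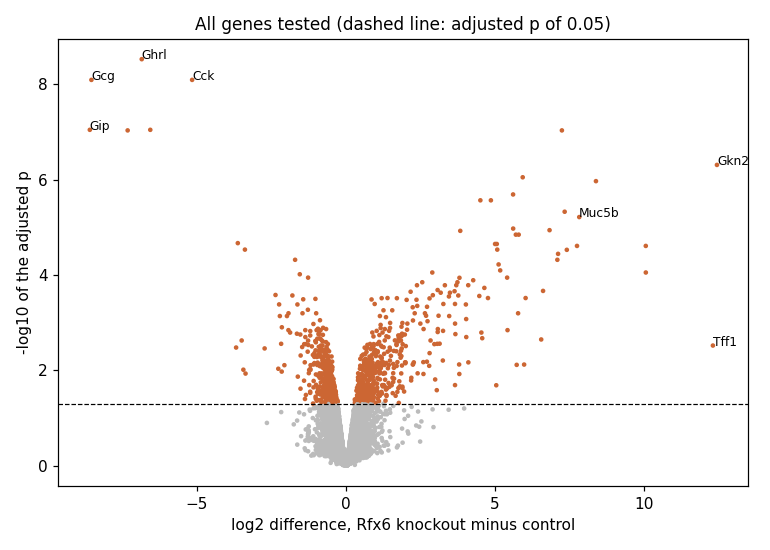
Log2 difference between knockout and control arrays (x axis, log2 units) against the negative log10 of the limma adjusted p (y axis) for the 23282 genes tested, with genes past the threshold in orange and the dashed line at an adjusted p of 0.05. The 543 higher genes extend further from 0 than the 602 lower ones, apart from a group of hormone genes at the left.

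The largest falls were in genes of gut peptide hormones. Gip (chromosome 11, 95886745 to 95887966) fell by at least 173-fold and Gcg (chromosome 2, 62312685 to 62312744) by at least 112-fold; neither was well above background on any knockout array. Sst differed by -7.33 log2 units with a standard error of 0.18 (limma adjusted p 9.2e-08). It was well above background on 1 of the 4 knockout arrays, so the size of this difference rests in part on background signal. Ghrl differed by -6.85, Nts by -6.57 and Cck by -5.16. The 10 largest falls also included F12, Nkx6-3 and the transcript ENSMUST00000066533. F12 was at least 4.99-fold lower. Nkx6-3 differed by -3.44 with a standard error of 0.56.

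Of the 10 peptide hormone genes, 10 were lower on the knockout arrays, 8 past the threshold and 9 when adjusted over the list alone. The list mean was 2.37 ± 0.14 (SD, n = 4) on control and -2.51 ± 0.15 (SD, n = 4) on knockout arrays, a difference of -4.88 (exact permutation p 0.0286, the smallest possible; 0.0694 after adjustment). The median gene differed by -5.87. Sct differed by -1.55 (limma adjusted p 9.7e-05). Insl5 differed by -1.38 with an adjusted p of 0.04; its adjusted p ran from 0.0036 to 0.121 across alternatives. Gast differed by -0.16, within the spread. Pyy differed by -2.65 with a standard error of 0.87 and did not pass (limma adjusted p 0.127). Knockout array 1 stood at 1.41, while the other knockout arrays lay between -2.78 and -2.56; without that array the adjusted p was 1.6e-04 and the difference -3.68.

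**Figure D2:**
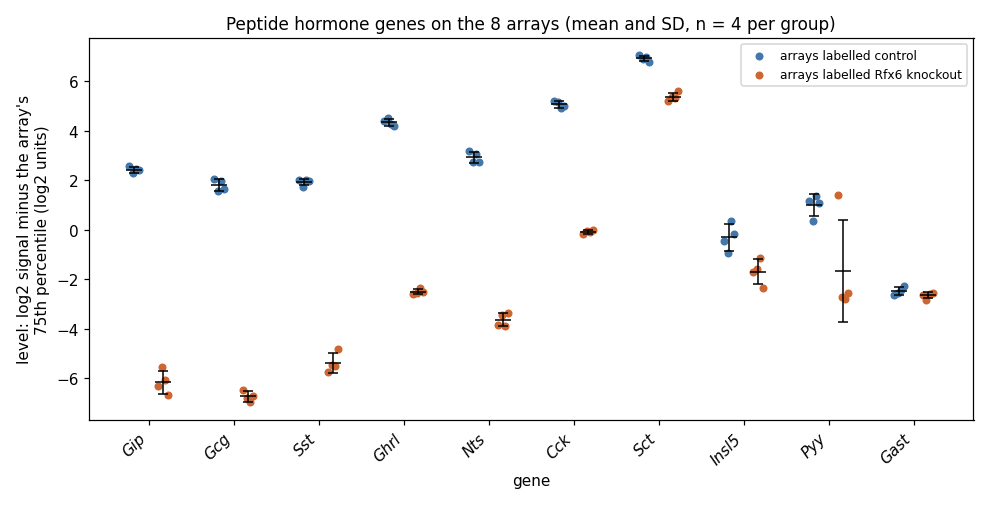
Levels of the 10 peptide hormone genes (y axis, log2 signal minus the array's 75th percentile) on the 4 control and 4 knockout arrays, with mean and SD. For Gip, Gcg, Sst, Ghrl, Nts, Cck and Sct the groups do not overlap; for Pyy knockout array 1 lies at 1.41 with the control arrays.

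The list of genes of serotonin-producing enterochromaffin cells was compared in the same way. Its mean differed by 0.12 (exact permutation p 0.429), under quantile normalization by 0.18 (exact permutation p 0.0286) and without control array 2 by 0.011, which does not pass. Of its 10 genes, 3 passed the threshold: Lmx1a was higher by 1.16 (limma adjusted p 0.0011), Tac1 higher by 0.45 (limma adjusted p 0.0406) and Trpa1 differed by -0.89 (limma adjusted p 0.0021). When adjusted over the list alone 5 genes passed. Tph1 differed by 0.39 with an adjusted p of 0.132. The Tac1 call was lost under 11 alternatives. Among 12 detected enteroendocrine transcription factors, Foxa1 (1.23, limma adjusted p 0.0016) and Foxa2 (1.00, limma adjusted p 0.0046) were higher. Their mean differed by -0.14 and their median by 0.04, so the signs differ (exact permutation p of the mean 0.0571). Under the series matrix values the mean was 0.14 and without the filter -0.30, each with an exact permutation p of 0.0286, so the direction depends on the processing and none is claimed. Among secretory granule genes the mean differed by -0.29 (exact permutation p 0.0286), with Scg2 and Syp past the threshold. Without any 1 of the 4 knockout arrays the exact permutation p was 0.0571, with differences from -0.31 to -0.26. The groups did not overlap in these fits, with controls from 0.24 and knockout arrays up to 0.18. The higher p comes from splitting the arrays into uneven groups.

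The largest rises were in genes of the stomach list and in others outside the lists. Gkn2 (chromosome 6, 87329285 to 87329344) was at least 2322-fold higher, and was not well above background on any control array. Cblif was at least 103-fold and Vsig1 at least 76.2-fold higher on the same basis. Tff1 differed by 12.31 with a standard error of 1.54 (limma adjusted p 0.0030). It was well above background on 2 of the 4 control arrays, so the size of this difference also rests in part on background signal. Muc5b differed by 7.83 and Mal by 7.34. Mucl3 differed by 10.06 and Atp4b by 7.41, but each was well above background on 1 of the 4 control arrays only, so the sizes of these differences rest in part on background signal. The probes of Bpifb1 (chromosome 2, 154046019 to 154046078) and U46068 (154046044 to 154046103) overlap and carry the same name in the files, so the 2 entries are not independent. The stomach list had 7 of 7 genes higher, 5 past the threshold and 6 when adjusted over the list alone. Its mean was -4.30 ± 0.51 (SD, n = 4) on control and 1.65 ± 0.26 (SD, n = 4) on knockout arrays, a difference of 5.94 (exact permutation p 0.0286; 0.0694 adjusted). The median difference was 5.79, and 4.16 with 2 genes at their bound. With only probes well above background on all 8 arrays, the difference was 0.42. That value covers Muc5ac (0.61) and Pgc (0.24 by its brighter probe) only. The other Pgc probe that passed the main filter differed by 3.44, so the size of the Pgc rise is not settled. The 5 genes past the threshold drop out, as none was well above background on all control arrays.

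**Figure D3:**
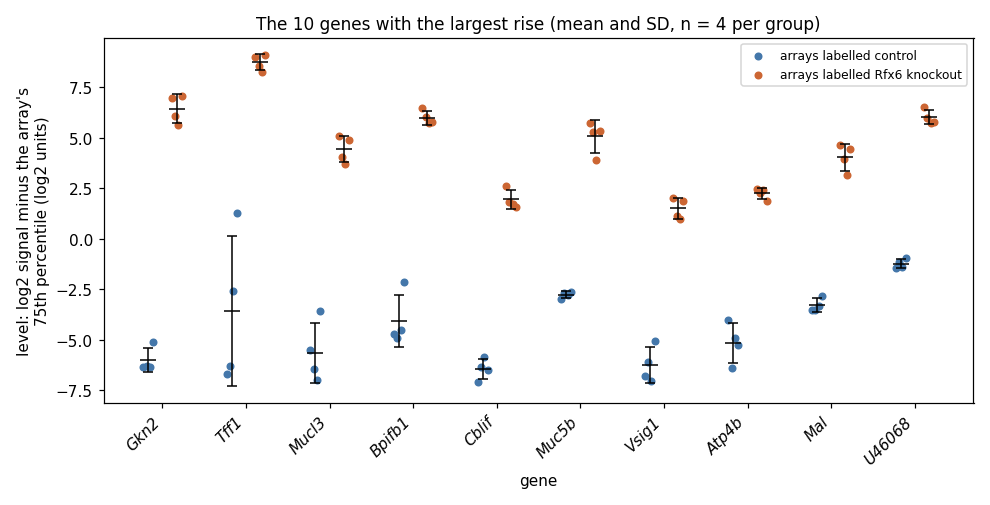
Levels of the 10 genes with the largest rise (y axis, log2 signal minus the array's 75th percentile) on the 4 control and 4 knockout arrays, with mean and SD. The knockout arrays lie above the control arrays for every one of the 10 genes, with the control values of Tff1 spread over a range with an SD of 3.73.

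Of the 17 lists, 7 had an exact permutation p under 0.05, the smallest this design allows (0.0286), and none after adjustment, where the smallest value was 0.0694. Camera called 8 lists after adjustment and fry also 8. With an estimated correlation camera called 2, peptide hormones and stomach. The proximal intestine list differed by -0.77 (exact permutation p 0.0286), with 5 of 5 genes lower and 3 past the threshold, and 5 when adjusted over the list alone. Of the genes past the threshold, Lct and Fabp1 are also in the enterocyte list, so the 2 lists are not independent. Pdx1 (-1.09, limma adjusted p 0.0628) and Onecut2 (-0.86, limma adjusted p 0.0550) did not pass over all genes. The distal intestine list differed by 1.35 (exact permutation p 0.0286), with 5 of 5 genes higher; its median gene differed by 0.45. Without knockout array 2 its difference was 1.30 and without knockout array 4 it was 1.35, both with an exact permutation p of 0.0571. The groups did not overlap in either fit, with controls up to 1.68 and knockout arrays from 2.35. The higher p comes from splitting the arrays into uneven groups and does not show dependence on these arrays. Fabp6 alone differed by 5.04 (limma adjusted p 0.0206) and was the 1 gene of that list past the threshold over all genes; 4 passed when adjusted over the list alone. The endocrine pancreas list differed by -1.78 (exact permutation p 0.0286), with 4 of 4 detected genes past the threshold. On the controls it was higher on arrays 1 and 3 (0.35 and 0.14) than on arrays 2 and 4 (-0.26 and -0.32), as was the exocrine pancreas list. On knockout array 1 the exocrine list stood at 1.00 and the endocrine list at -1.84. Which cells or tissue this signal came from was not tested. The immune list differed by -0.15 (exact permutation p 0.0286), with 1 gene past the threshold when adjusted over the list alone and 0 over all genes by limma. The others did not pass the permutation test: enterocyte -0.25, goblet 0.13, stem and dividing cells 0.18, smooth muscle 0.24, enteric neurons and glia 0.06, erythroid -0.47, exocrine pancreas -0.60 and liver 0.96. Of the 10 enterocyte genes 4 were past the threshold, all lower. In the liver list Ttr and Fgb were past the threshold, both higher, and the list was called by camera (adjusted p 3.3e-04) and fry (adjusted p 0.0121). Without control array 1 the liver list differed by 1.35, and without control array 3 the goblet list by 0.21, each with an exact permutation p of 0.0286. Camera with the preset correlation called peptide hormones, secretory granule, smooth muscle, endocrine pancreas, liver, stomach, proximal and distal intestine; fry called the immune list in place of smooth muscle.

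**Figure D4:**
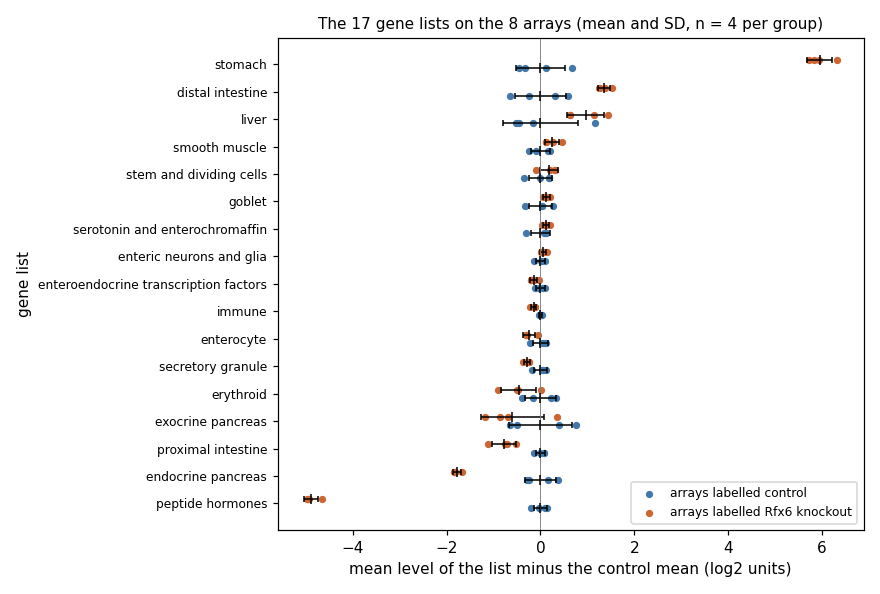
Mean level of each of 17 gene lists on each array minus the control mean (x axis, log2 units), with the group mean and SD. The stomach list lies furthest to the right, with a difference of 5.94, and the peptide hormone list furthest to the left, with -4.88.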

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

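Of the tests in this part, all were chosen after the results were seen. Among 310 groups of 4 values, covering the 17 lists and the named genes, 27 had 1 array far from the other 3, or 8.71%. Chance gives about 1 in 20, or 15.5 groups. Genes on 1 array are not independent, so chance cannot be told apart from a shared difference. Control array 2 and Rfx6 knockout array 4 held 14 of the 27. These arrays also lead the spread within groups, which may explain part of the excess, but the dependence between genes keeps this open.

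Pyy stood at 1.41 on knockout array 1, where the other knockout arrays lay between -2.78 and -2.56. It raised the peptide hormone list there to -2.29. A mislabelled sample is argued against: of the 8 other hormone genes past the threshold, 0 were at the control level on that array. Pancreatic tissue may have been carried along, since the exocrine pancreas list stood at 1.00 on that array and between -0.53 and -0.03 on the other knockout arrays; Ppy was not well above background there, and control arrays 1 and 3 had similar exocrine levels, so this remains open. Large intestine is also open. The colon list, with 3 genes that passed the filter, stood at 0.35 on that array, within the range of 0.09 to 0.61 on the knockout arrays, but a small share would be hidden by the level of Car4. A biological difference between embryos was not tested. Nkx6-3 was also high on that array, at -2.41 against -5.03 to -4.91, and Csf1r was low there, at 5.83 against 5.98 to 5.99.

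Rfx6 was low on control array 4, at -3.74 against -2.98 to -2.91 on the other controls. The knockout arrays were not lower than the controls. A probe at background is argued against, since it was well above background on 8 arrays. Labels exchanged for some of the samples are argued against, since 0 arrays lay with the other group for the peptide hormone list. An exchange of both group labels as a whole cannot be told apart, because it leaves every array with its own group; the difference of 0.38 does not decide it. A transcript that is still made from the altered gene was not tested.

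On control array 2, 8 values were low: the serotonin and enterochromaffin list at 0.80, Sst at 1.75, Lmx1a at -3.11, Alpi at 5.04, Vil1 at 5.95, Slc5a1 at 1.31, Ccnb1 at 2.08 and Slc2a2 at 2.59. On knockout array 4, the immune list was low at 0.71, Neurog3 at 0.72, Top2a at 1.05 and Cd74 at 0.75, and the endocrine pancreas list was high at -1.69 and Cd52 at 2.09. No biological explanation was tested. The 2 arrays hold 14 of the 27 values, as given above.

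Values of stomach genes on single control arrays were also flagged. Bpifb1 stood at -2.14 and Gkn2 at -5.13 on control array 4, and Atp4a at -5.95 on control array 3. Gkn2 and Atp4a were not well above background on any control array, so their values there have no meaningful order. A trace of stomach tissue in control array 4 could explain the value of Bpifb1. Tff1, at 1.28, Tff2, at 1.27, Anxa10, at -2.53, and the mean of the stomach list, at -3.62, were also highest among the controls there, as were Mucl3 and Mal, which goes with a trace. In the stomach list, however, 2 of the 7 genes had their highest control level on that array, 1 of them Gkn2. The other genes were looked up after the flag, so the question stays open. A biological difference between embryos was not tested.

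The remaining values were the enterocyte list at 5.82, Apoa1 at 6.94 and Serpina1a at 5.94, all high on knockout array 3, and Gata4 at 0.96 and ENSMUST00000066533 at -6.79, low on knockout array 2. Whether chance explains them stays open, as for the 8.71% as a whole, and no biological explanation was tested.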

How the results depend on the processing

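The block for title numbers was chosen after the data were seen. Among the 1145 called genes, direction was the same under each alternative that tested all of them, except that 1144 kept it without the filter and 1143 with the mean of a gene's probes. With the filter requiring all 8 arrays, 993 were tested and 993 kept it. The median difference of all genes was -0.05 in the reported values and between -0.095 and -0.0017 under the alternatives. Of 34 other splits of the 8 arrays into 4 and 4, 2 gave any call, with at most 2 genes. For each of the 4 counts, 1 of the 35 splits, the real one, gave as many genes. That is the strongest outcome 35 splits can give, so it argues against a chance division of the arrays but cannot exclude it. Each other split mixes control and knockout arrays, so a real difference widens the spread within its groups. Few calls are then likely there in any case.

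Counts of called genes changed by more than 1.5 times under several alternatives. Without the filter, 202 genes were lower and 298 higher, over 36083 genes tested, and 481 of the calls were among the reported 1145; the cause was not tested. Array weights gave 1092 lower, and the cause was not tested. Normexp background gave 53 lower and 158 higher by 2-fold or more, the series matrix values gave 46 lower by 2-fold or more, and the filter requiring all 8 arrays gave 148 higher by 2-fold or more, since genes not detected in 1 group drop out. The series matrix values keep background in the signal, which shrinks large differences; for the normexp counts the cause was not tested. Leaving out 1 array gave 233 to 592 lower and 349 to 516 higher genes, with fewer samples.

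Samples with the same replicate number did not deviate together: the correlations of their deviations were -0.07, -0.17, 0.07 and -0.41, so the numbers do not pair them. With the replicate number as a block the counts were 148 lower and 268 higher. With slide row as a block 818 genes were called, of which 729 were among the 1145, and with the title-number block 1556, of which 1110 were. A difference between slide rows or title numbers as the whole cause is argued against by these counts. Row 1 held control 1 and knockout arrays 2, 3 and 4, so rows and groups were partly confounded. The slide itself was not run as a block, because there was 1 slide and 1 scan.

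The lists were computed under 20 alternatives. Among the 7 lists with a permutation p under 0.05, 131 of 140 values kept direction and side of the threshold. For blocks and the covariate, fry was used against the fry result of the reported fit. The serotonin and enterochromaffin list rose to 0.18 past the threshold under quantile normalization; the cause was not tested. It ran from 0.011 to 0.16 when 1 array was left out, the lowest without control array 2. The enteroendocrine transcription factor list was 0.094 with normexp, -0.30 without the filter, 0.28 with the filter requiring all 8 arrays, 0.14 with the series matrix values and 0.022 with every probe tested. It passed the threshold downwards without the filter and upwards with the filter requiring all 8 arrays and with the series matrix values, each with an exact permutation p of 0.0286, so it has no settled direction; the filter requiring all 8 arrays leaves fewer genes in the list, and for the rest the cause was not tested. The secretory granule list was -0.21 with every probe and ran from -0.35 to -0.25 when 1 array was left out, with 4 of these 8 not past the threshold. Those 4 each left out a knockout array, and the groups did not overlap in them. The enterocyte list was -0.29 with slide row and -0.28 with title number as a block, and the immune list -0.058 with the series matrix values and -0.14 with slide row as a block; the cause was not tested. Leaving out 1 array gave 0.018 to 0.21 for goblet, 0.78 to 1.35 for liver and 1.14 to 1.55 for distal intestine. In the same fits exocrine pancreas ran from -0.91 to -0.35 and stem and dividing cells from 0.065 to 0.28. Smooth muscle ran from 0.16 to 0.31 and enteric neurons and glia from 0.0092 to 0.088. Exocrine pancreas, stem and dividing cells, smooth muscle and enteric neurons and glia did not pass the threshold in any of them.

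For the named genes, 899 of 996 values of the 46 called genes kept their call, 97 lost it and 0 changed sign. For the 91 genes not called, 36 of 2001 values passed the threshold and 99 changed sign without passing. Levels near background limit the size of differences: the 56 genes called higher that were not well above background on any control array, and the 5 called lower not well above background on any knockout array, have bounds only.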

Other observations

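The tests in this part were chosen after the results were seen, except the trunk Hox test, whose prediction was written before its result.

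The distal intestine list rose and the proximal list fell. The proximal list shares Lct and Fabp1 with the enterocyte list, so its fall is not a separate sign of position. If the knockout samples held more distal intestine, the trunk Hox genes may also be higher. Over the 6 genes that passed the filter the list was 0.24 higher, with 5 higher and 0 past the threshold (exact permutation p 0.114). This does not pass, and with 4 arrays per group it does not exclude a small shift in position. Of the posterior gut list 1 of 9 genes passed the filter, with a difference of 0.11 (exact permutation p 0.686). Of the others, Hoxd10 and Hoxd11 were well above background on control array 2 only and Hoxd13 on control array 4 only. A Hoxa13 probe was well above background on knockout array 3 only. Among trunk Hox genes that did not pass the filter, Hoxd9 was well above background on knockout arrays 2 and 3 only. Hoxc8 was well above background on control arrays 1 and 3 and knockout arrays 2, 3 and 4. These scattered detections fall in both groups. The Hoxc8 level, near background, was nonetheless higher on every knockout array (-4.11 to -3.60) than on every control array (-4.42 to -4.24). Hoxa9 was the lower gene of the trunk Hox list, at -0.11 by its brighter probe. Its other probe lay between -4.00 and -3.54 on the knockout arrays and between -4.48 and -3.71 on the controls. The colon list, of which Insl5 is also in the peptide hormone list, differed by -0.56 (exact permutation p 0.0286). Fabp6 accounts for most of the mean rise of the distal list, though all 5 of its genes were higher. Fgf15, another gene of the ileum, is outside the lists and was singled out after its values were seen; it was higher by 6.55 (limma adjusted p 0.0023) and well above background on 2 of the 4 control arrays. These 2 genes go with a shift in position, which stays open, as does a change in their regulation, which was not tested.

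Stomach genes rose on all 4 knockout arrays. Stomach wall carried along with the intestine could be the source. The stomach mesenchyme gene Barx1 was well above background on 0 arrays, and the 1 gene of that list that passed the filter, Sfrp2, did not rise (-0.21); a Six2 probe was well above background on knockout array 2 only. But the level of these genes in the stomach at this stage is not known here, so the question stays open. The stomach list had an SD of 0.26 over the knockout arrays, which does not settle whether the share of stomach tissue differs between samples, since there are 4. The enterocyte list differed by -0.25. Of the stomach epithelial regulators 3 passed the filter, and Anxa10 (7.09, limma adjusted p 4.8e-05) and Foxq1 (0.85, limma adjusted p 0.0122) were higher. The other, Sox2, was not tested; it was well above background on 3 of the 4 knockout arrays and on 0 control arrays. For Sox21 the probes disagreed: the brighter one differed by -0.19, and the other was well above background on the 4 knockout arrays only. A change in cell identity caused by the loss of Rfx6 remains untested and cannot be told apart from carried tissue.

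Keratins of squamous epithelium were uneven across the knockout arrays. Of 7 probes well above background on all knockout arrays, 7 were higher on arrays 1 and 2 than on 3 and 4. Squamous tissue in some of the knockout samples is a candidate explanation for the 7 probes, but the arrays were singled out from these same genes, so this test cannot decide. Krt15 (3.66, limma adjusted p 0.0205) and Krt13 (0.81 by its brighter probe, limma adjusted p 0.0436) were past the threshold. The other Krt13 probe was well above background on the 4 knockout arrays only, so the size of that rise is not settled. On control array 3 the Krt14 probe stood at 1.19. The forestomach epithelium list as a whole, with 8 of 8 genes passing the filter, differed by 1.53 (exact permutation p 0.0286, the smallest possible).

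The spread within groups was led by control array 2 and knockout array 4. Probes without a gene name deviated from named ones by 0.13 on control array 2 and 0.12 on knockout array 4, against -0.08 to -0.03 on the other arrays. RNA quality or unspliced RNA could produce this, but no measure of RNA quality was analysed here. These 2 arrays and control array 1 carry the title numbers under 10.

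Xist was not well above background on control array 1 and knockout array 3, where Ddx3y was, and was well above background on the other 6 arrays. Erdr1 was between -2.35 and -1.26 on control arrays 1 and 2 and knockout arrays 3 and 4, and between 2.44 and 3.47 on the others. Neither was used to group samples.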
